A study of Arabidopsis thaliana with 6 samples.

How the data were processed

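Gene expression was measured in whole Arabidopsis thaliana seedlings, shoot and root together, harvested 2 weeks after germination on MS medium, per the labels. The groups were Columbia wild type, a mutant line and an overexpression line. The sample titles write Er60 for the altered gene, which was taken to be the ERF60 of the series title, and no probe named ERF60 was there to check it. Each group had 2 arrays, and all 6 arrays were on 1 slide with 1 scan time, so slide and scan could not separate the groups and no batch term was fitted. Cy3-labelled cRNA was made from total RNA with an oligo-dT primer carrying a T7 promoter, per the labels' protocols, and hybridised to 1-colour Agilent Arabidopsis arrays.

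The processed signal of each spot is an intensity that Feature Extraction 11.5.1.1 made by subtracting background and correcting spatial trends within the array, per the file headers. These intensities carry no normalization between arrays. The mean spot intensity and the median local background intensity used in 1 alternative are uncorrected scanner values, per the file headers. The deposited value table of the series holds log2 values. Set against each array's scanner values, they equalled the log2 mean processed signal of a probe name minus 1 constant per array, within 0.001 for all but 1071 to 1224 of 59374 names. Its columns had a 75th percentile of 0, and their medians were −2.73 and −2.71 for wild type, −2.64 and −2.62 for the mutant and −2.66 and −2.65 for the overexpression line. Scale and centring of that table are therefore known, and values of single samples have no direction to settle.

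From the scanner intensities, log2 processed signal was averaged over the spots of each distinct 60-base probe sequence after leaving out control spots and spots marked as non-uniform or population outliers. The number of marked spots per array was between 1 and 81. No spot was saturated. The 75th percentile of each array over its non-control probes was subtracted. Probes entered the comparisons when Feature Extraction called them well above background on at least 2 of the 6 arrays, which kept 31233 of 45919 probes. All computations used R 4.3.3 with the package data.table (version 1.17.8), and linear models used limma 3.58.1.

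Before the data were examined, the comparisons, their tests, the rule for naming genes, 3 response gene lists and most alternatives were fixed. The plan was limma's moderated test over all 6 arrays with Benjamini-Hochberg adjustment, with no test if the arrays of a group proved to differ by no more than spots within an array. That condition was met. Over 10395 probes with repeat spots, the median absolute deviation of the log2 difference between the 2 arrays of a group was 0.0882 for wild type, 0.0751 for the mutant and 0.0907 for the overexpression line. Between 2 spots of 1 probe within an array it was 0.0876 to 0.1097. The arrays of a group were therefore counted as 1 RNA sample, no p-value is given, and the differences between groups have no replicate check. The titles carry a replicate mark whose meaning the labels do not give.

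Differences are reported by size. A probe was counted as 2-fold different when its log2 difference was at least 1 in the same direction in all 4 pairings of an array of 1 group with an array of the other. The limma model and the 2-fold count were tested on simulated data for mutant against wild type, with 200 of 31233 probes changed by a log2 value of 2. The 2-fold count recovered 98% of the changed probes with 47 false calls, and limma recovered 83.5% with 5. The planted change lies well past the log2 cutoff of 1, and the noise was that between arrays of a group. Recovery near 2-fold and noise between RNA samples were therefore not tested. Because both lines were compared with the same wild-type arrays, unchanged groups were simulated 20 times with the noise seen between arrays. For the correlations, the share of equal signs and the slope, wild-type arrays were simulated too and shared by both lines. For the 2-fold counts the real wild-type arrays were kept, and the simulated lines were centred on their mean. Error in that mean, which both lines share, is therefore left out of the simulated counts.

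The files name a locus for 2266 probes, and 95.1% of the probes have none. Of 2263 loci, 1987 matched the reference gene table of assembly TAIR10.1, from which symbols were taken. Coordinates are those of the array files, whose headers name build TAIR10, and 2095 probes have one. Where probes shared a name, the probe of largest absolute difference was used. Probe specificity against the genome was not analysed here, so near-identical genes such as CYP79F1 and CYP79F2 may share signal. The naming rule asked for the 5 highest and 5 lowest genes past an adjusted p. With no test given, its fallback applied, which names the 3 highest and 3 lowest differences among named probes well above background on both arrays of both groups, with 1 sign in all pairings. The rule also named the 3 highest and 3 lowest bounded differences and named genes that moved in opposite directions in the lines. Both of those parts were applied without the adjusted p. Genes outside the rule were chosen after their values were seen, or belong to the marker lists.

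When a probe was not well above background on both arrays of 1 group, only a bound is given. It sets the mean of the brighter group against a mean over the dim group's arrays. Each of those arrays gives the higher of the probe's own value and the lowest value among probes well above background there. All values are on the normalized log2 scale. Where the probe's own values are the higher ones, the result is the measured difference and no lower limit.

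The fixed lists for abscisic acid and drought (20 genes), salicylic acid defence (15 genes) and jasmonate and ethylene (20 genes) had 0, 1 and 1 genes with a named probe. Together that is 2 of 55 genes, or 3.6%, so the planned list tests with camera and fry were void and were not run. No probe is named ERF60, ABR1 or any of 10 genes of the DREB A-6 family, so the check of the targeted gene in each line was not analysed here. Further marker lists were compiled afterwards from the named probes. They were nuclear chloroplast and photosynthesis genes (the photosynthesis list), root, cell cycle, immune response, chloroplast-encoded loci, glucosinolate and sulfate activation, and dark-induced. The chloroplast-encoded loci were also split by kind of gene after their values were seen. For all these lists, the median difference was ranked among medians of 10000 random lists of the same size, matched on mean signal. The rank describes these samples.

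Alternatives were quantile normalization, median scaling, normexp background correction with an offset of 50, no filter on dim probes, a filter requiring all 6 arrays, keeping outlier spots, the deposited value table, the replicate number as a block, each array left out in turn, and 1 wild-type array per line. For the array-level model, an intensity trend with robust variances, only the 4 arrays of a comparison, and averaging the probes of a gene were also run. Scaling to the Agilent E1A spike-in controls and removal of a GC trend were chosen after seeing the data. The spike-in scale was the mean of 7 spike-in probes, with the median taken over the spots of each probe.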

Results

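Transcript levels were compared among 3 groups of 2-week-old Arabidopsis seedlings: Columbia wild type, a mutant and an overexpression line of a gene that the sample titles call Er60, taken here to be the ERF60 of the series title. ERF60 belongs to the ethylene response factor family of transcription factors. Each group had 2 arrays, which were counted as 1 RNA sample because they differed no more than spots within an array did, and this number limits the precision. The 75th percentile of probe intensity was 708.5 and 715 on the wild-type arrays, 509 and 547 on the mutant arrays and 378 and 396 on the overexpression arrays. The share of probes well above background was 65.5% and 66% in wild type, 64.8% and 65.3% in the mutant and 61.2% and 62% in the overexpression line. Median local background lay between 21 and 23 on every array. The Pearson correlation across probes between the arrays of a group was 0.9938 for wild type, 0.9964 for the mutant and 0.9921 for the overexpression line. Probes are not independent replicates. Of 31233 probes compared, 448, 322 and 662 differed at least 2-fold between the arrays of those groups, in the same order.

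**Figure D1:**
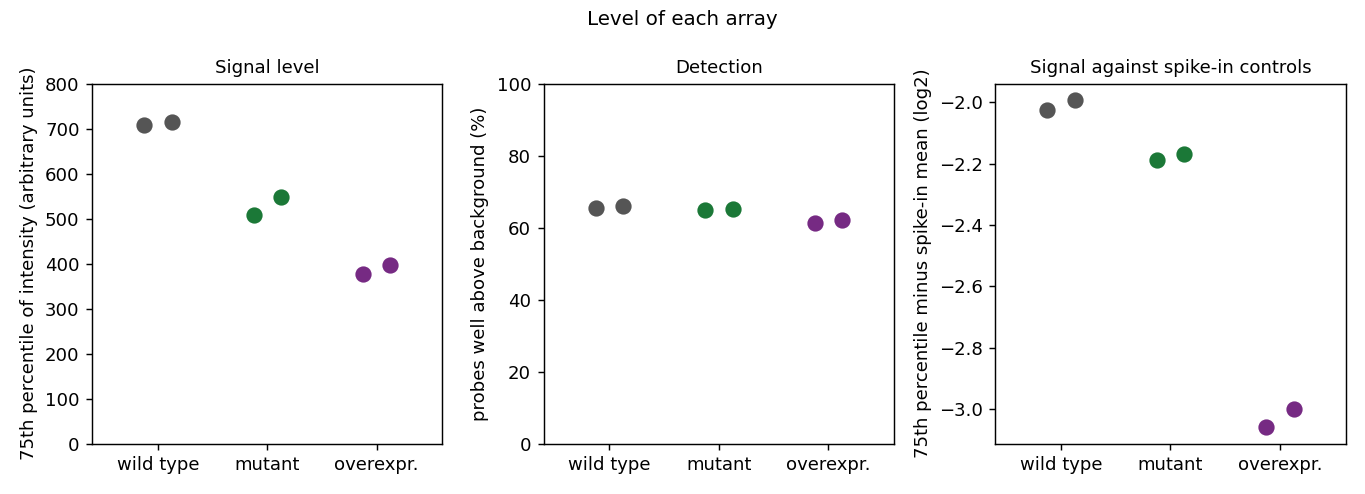
Signal level of the 6 arrays, with intensity or log2 signal on the vertical axes and 1 point per array. Relative to the spike-in controls, the 75th percentile of the overexpression line lies below wild type by a log2 difference of −1.02, and that of the mutant by −0.171.

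The first comparison asked which transcripts differ between the ERF60 mutant and wild type. In every pairing of arrays, 9332 probes (29.9%) differed at least 2-fold, of which 5017 were higher in the mutant and 4315 lower. The alternative that moved this count most was normexp background correction, with 5743 probes. The lower probes outnumbered the higher ones under median scaling (4669 higher, 4807 lower) and under spike-in scaling (4174 and 5510). Among 28022 probes well above background on both arrays of both groups, 4074 were at least 2-fold higher and 3464 lower. Differences of at least 8-fold were seen for 656 higher and 433 lower probes. The median absolute log2 difference over all compared probes was 0.695. Of the 1208 named probes compared, 209 were higher and 167 lower.

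Among named genes measured in both groups, the rise from wild type to mutant was largest for HSP17.6II (AT5G12020, a class II heat shock protein gene, chromosome 5, 3882237 to 3882938), by a log2 value of 6.92 (range over pairings 6.87 to 6.96). ATSDI1 (AT5G48850, sulphur deficiency-induced 1, chromosome 5, 19805437 to 19807759) rose by 5.65 (5.55 to 5.76). AT2G37870 (a lipid transfer and protease inhibitor family gene, chromosome 2, 15859239 to 15859907) rose by 4.95 (4.66 to 5.23). XTH25 (AT5G57550, chromosome 5, 23304888 to 23306421) had a log2 difference of −5.81 (−5.82 to −5.80). RTFL21 (AT1G67265, chromosome 1, 25175558 to 25176202) had −5.11 (−5.19 to −5.03), and WRKY45 (AT3G01970, chromosome 3, 326397 to 327412) had −4.61 (−4.69 to −4.52). Under normexp background correction these differences were 3.43 to 5.36 for the higher genes and −4.61 to −4.02 for the lower ones.

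Some named genes were not well above background in wild type and were measured in the mutant. Their bounds hold on the scale of the processed signal. Normexp background correction, whose offset of 50 shrinks differences of dim probes by construction, gave smaller differences. CYP79F2 (AT1G16400) was 41.9-fold higher in the mutant. This is the measured difference, not a lower limit, because its wild-type values exceeded the lowest value among probes well above background. AT1G07450 (a putative tropinone reductase gene, chromosome 1, 2287926 to 2289336) was at least 39.2-fold higher, and GPX7 (AT4G31870, chromosome 4, 15410205 to 15411617) at least 17.8-fold. Conversely, AT5G05530 (a RING finger gene, chromosome 5, 1635478 to 1636191) was at least 27.7-fold lower in the mutant. AT2G15880 (chromosome 2, 6918039 to 6920319) was at least 19.7-fold lower, and MYB2 (AT2G47190, chromosome 2, 19376202 to 19377531) at least 19.4-fold lower. The log2 differences under normexp were 2.79 for CYP79F2, 2.35 for AT1G07450, 1.53 for GPX7, −2.02 for AT5G05530, −1.39 for AT2G15880 and −1.35 for MYB2.

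The second comparison asked which transcripts differ between the overexpression line and wild type. It gave 10855 probes (34.8%) at least 2-fold apart in every pairing, 5658 higher in the overexpression line and 5197 lower. The number rose to 16486 under spike-in scaling, with 1805 higher and 14681 lower. Lower probes also outnumbered higher ones under quantile normalization (5304 higher, 5536 lower) and median scaling (5395 and 5515). Spike-in scaling moved the median of all compared probes to −0.19 for mutant minus wild type, −1.04 for overexpression minus wild type and −0.86 for overexpression minus mutant. Unless spike-in scaling is named, differences are relative to the 75th percentile of each array. Of 26771 probes well above background in both groups, 4747 were higher and 3821 lower. At least 8-fold differences were found for 658 higher and 507 lower probes. The median absolute log2 difference was 0.792, and 261 named probes were higher and 189 lower.

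HSP17.6II had the largest measured rise among named genes here too, by a log2 value of 6.54 (6.50 to 6.58). CYP79F1 (AT1G16410, with no position in the files) rose by 5.23 (5.13 to 5.33) and ATSDI1 by 5.22 (5.11 to 5.32). Whether the CYP79F1 and CYP79F2 probes each detect 1 gene alone was not analysed here. The log2 difference was −5.38 (−5.44 to −5.32) for RTFL21, −5.21 (−5.33 to −5.10) for WRKY45 and −4.86 (−5.13 to −4.59) for TRE1 (AT4G24040, chromosome 4, 12488183 to 12491235). Normexp background correction gave 4.32 to 4.93 for the higher genes and −4.58 to −2.81 for the lower ones, the last for TRE1. Not well above background in wild type, AT1G30020 (described as an unknown protein, chromosome 1, 10515874 to 10516347) was at least 93.7-fold higher in the overexpression line. CYP79F2 was 43.3-fold higher, again the measured difference and not a lower limit, and AT1G07450 was at least 40.7-fold higher. AT5G05530 was at least 22.2-fold lower, MYB2 at least 14.9-fold lower and AT2G15880 at least 13.1-fold lower. Normexp gave log2 differences of 3.39 for AT1G30020, 2.88 for CYP79F2, 2.48 for AT1G07450, −1.66 for AT5G05530, −1.16 for MYB2 and −1.03 for AT2G15880.

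Probes without a locus in the files reached larger differences in the overexpression line than the measured named genes did. Among unnamed probes well above background on all arrays, chosen by their overexpression minus wild type difference, A_84_P12058 rose by 7.42 on the log2 scale in the overexpression line and by 6.82 in the mutant. A_84_P766690 rose by 7.17 and 5.90. A_84_P159795 had log2 differences of −7.85 in the overexpression line and −4.65 in the mutant, and A_84_P91299 had −7.70 and −4.40.

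**Figure D2:**
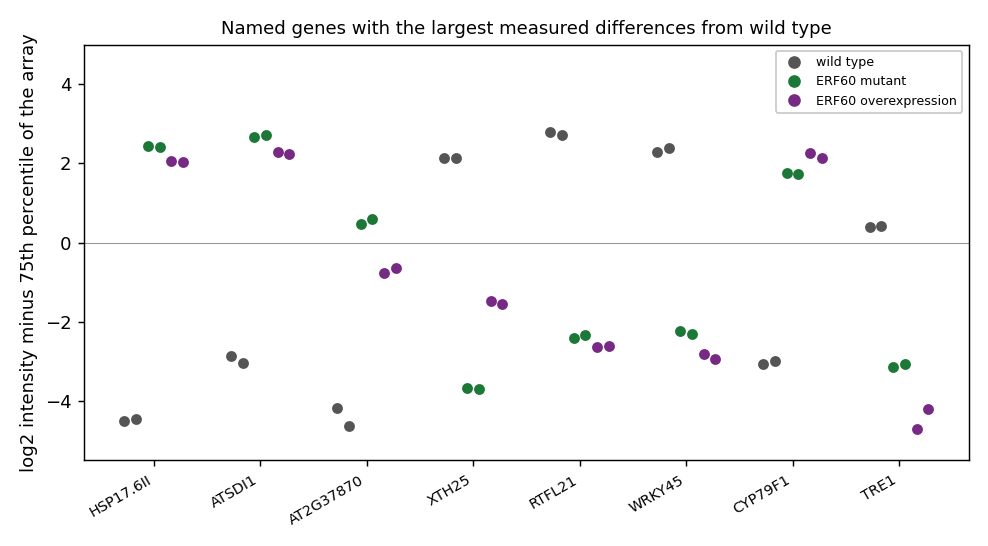
Normalized log2 signal of named genes on each of the 6 arrays, with 1 point per array coloured by group. HSP17.6II, ATSDI1 and CYP79F1 lie higher in both lines than in wild type, and RTFL21 and WRKY45 lie lower in both.

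The third comparison set the overexpression line against the mutant. In every pairing, 1026 probes (3.3%) differed at least 2-fold, 433 higher in the overexpression line and 593 lower. Normexp background correction lowered the count to 251 and turned the balance to 143 higher and 108 lower. Higher probes also outnumbered lower ones with no filter on dim probes (736 and 664) and with a filter requiring all 6 arrays (261 and 230). By contrast, spike-in scaling raised it to 7675, of which 7597 were lower. Without overexpression replicate 2 it was 1582. Of 27369 probes well above background in both groups, 318 were higher and 247 lower. At least 8-fold differences were found for 12 higher and 37 lower probes. The median absolute log2 difference was 0.241. The group means correlated across probes with a Pearson coefficient of 0.9807, against 0.88 for mutant and wild type and 0.8646 for overexpression and wild type.

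The differences of both lines from wild type were then compared. The log2 differences correlated across probes with a Pearson coefficient of 0.927 and a Spearman coefficient of 0.926. Simulated unchanged groups sharing simulated wild-type arrays gave medians of 0.486 and 0.44. Without a filter on dim probes the Pearson coefficient was 0.887, the lowest value of all alternatives. Of all compared probes, 7991 were at least 2-fold different in the same direction in both lines, 4314 higher and 3677 lower. The simulations, whose counts leave out error in the shared wild-type mean, gave at most 2. The balance of higher and lower probes turned to 4033 higher and 4070 lower under median scaling and to 1723 and 5441 under spike-in scaling. This set held 85.6% of the probes 2-fold different in the mutant and 73.6% of those 2-fold different in the overexpression line. A further 1321 probes reached 2-fold in the mutant alone and 2844 in the overexpression line alone. Across all compared probes, 89.8% had the same sign in both lines, against a median of 66.9% in the simulations. The least-squares slope of the overexpression on the mutant difference was 0.994, against 0.499.

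At least 2-fold differences in opposite directions were found for 20 probes, against at most 3 in the simulations. Of these, 18 were higher in the mutant and lower in the overexpression line and 2 the reverse. The 1 named probe among them was AT3G55570 (described as an unknown protein, chromosome 3, 20610166 to 20610671). It rose in the mutant by a log2 value of 2.03 (1.99 to 2.07). In the overexpression line it was not well above background on either array and was at least 4.7-fold lower than in wild type, a difference that became −0.18 on the log2 scale under normexp background correction.

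**Figure D3:**
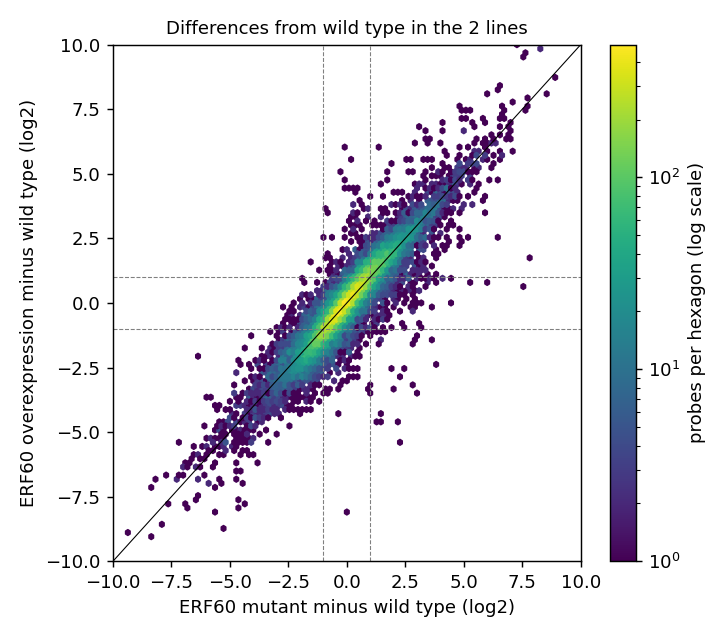
Log2 difference from wild type of each compared probe in the mutant (horizontal axis) and in the overexpression line (vertical axis), with shading by the number of probes, dashed lines at a 2-fold difference and a solid line where both are equal. The points follow the diagonal, with a Pearson coefficient of 0.927.

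Of the genes in the response lists fixed in advance, PAD4 (AT3G52430, chromosome 3, 19431371 to 19434403), in the salicylic acid defence list, had a log2 difference from wild type of 1.55 (1.53 to 1.57) in the mutant and 1.49 (1.46 to 1.53) in the overexpression line. Under spike-in scaling the PAD4 differences became 1.38 in the mutant and 0.47 in the overexpression line, the latter less than 2-fold. THI2.1, in the jasmonate and ethylene list, was well above background on 0 arrays. The abscisic acid and drought list had 0 genes with a named probe.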

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

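Chosen only after the results were seen were the tests on noise between arrays, on brightness, on the ratio of spike-in to sample RNA, on signals near background and on a shift of signal between probes in the mutant, the size of the effect of bright probes, and spike-in scaling. The tests on the share of bright probes and on noise from the shared wild-type arrays were written down before their values were seen.

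The spike-in controls, which the comparisons of the report do not use, showed a signal that follows the groups. Relative to them, the 75th percentile of the overexpression line lay below that of wild type by a log2 difference of −1.02, and that of the mutant by −0.171. The largest difference between arrays of 1 group was 0.06. Array-wide brightness would move spike-in and sample probes together. The spike-in signal itself was higher in the overexpression line than in wild type by 0.141, which argues against dimmer labelling, hybridization or scanning there. In the mutant the spike-in signal was lower by a log2 difference of −0.261, and the −0.171 is what remains after that is removed. A larger share of the signal on a few bright probes is too small a change to explain the fall in the overexpression line. The 100 brightest probes took 16.11% and 15.5% of the signal on the overexpression arrays against 11.35% and 10.72% in wild type, a change that lowers all other probes by a log2 difference of −0.08. The summed signal, which a shift between probes would leave in place, fell there as well, by a log2 difference of −0.775 against the spike-in controls.

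In the mutant a shift of signal between probes stays open. Its summed signal differed from wild type by only −0.055 relative to the spike-in controls, less than its 75th percentile did, and the share of the 100 brightest probes lowers the others by −0.035. Most of the mutant's fall may therefore be signal moved to brighter probes, with a smaller change in the total.

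For the fall of the overexpression line, what stays open is how much spike-in control went into the sample of RNA, and the quality of the RNA that was labelled, given the difference of −0.775 in summed signal. A different spike-in to RNA ratio, a lower mRNA content of the total RNA and lower RNA quality cannot be told apart, because each group has 1 RNA sample. A lower mRNA content in the overexpression line may be the biological reading, and it was not tested.

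The other pattern was the 20 probes that moved at least 2-fold in opposite directions in the lines, which stands out because all pairings of arrays of 1 line moved one way and all pairings of the other line the opposite way. The difference between the lines was not tested. Noise between arrays with the wild-type arrays shared gave at most 3 such probes in simulation, which argues against it as the cause of all 20. Signals near background stay open. After normexp background correction 4 opposite probes were counted, and for AT3G55570 the overexpression minus wild type difference was then −0.18, against 1.32 for the mutant. That correction shrinks differences of dim probes through its offset of 50 and moved the median of all probes upward in the overexpression line. It therefore does not decide whether the falls are real. With only probes well above background on all 6 arrays 2 were counted, but that filter removes a probe that falls below background in 1 line whether or not the fall is real. An opposite effect of losing and raising ERF60 on these transcripts is the explanation the design gives, and it was not tested.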

How the results depend on the processing

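Spike-in scaling and removal of a GC trend are the tests chosen only after the result was seen. Over the 3 comparison counts, the array-level model, the correlation between lines, and the same-way and opposite counts, 157 alternative values were computed. Of these, 132 stayed close to the reported value and 25 moved further. Close meant a count within 1.5 times, or a correlation within the spread of 0.0028 between choices of single arrays. Part of the 132 could not change. Among them are the correlations under median scaling, spike-in scaling and the replicate block, and 2-fold counts without an array outside the comparison. A total has no direction, so the balance of higher against lower probes was compared as well. It turned in 10 of 64 alternative values of the 2-fold and same-way counts, and in 20 of 57 of the array-level counts, whose reported balance is close to even. No total or correlation moved that far under median scaling, removal of the GC trend or keeping outlier spots. The same held for the deposited value table and the replicate block. Nor did an array-level total move that far with robust variances or 4 arrays. Averaging the probes of a gene left 31232 of 31233 values, so its totals had almost no room to move. Of 450 alternative values for 29 differences of named genes, 367 stayed close, 83 moved and 0 changed direction. Part of the 367 could not change: those under either filter on dim probes, under the replicate block and without an array outside the comparison. Close was not 1 fixed size here. For WRKY45 in the mutant, −4.33 with outlier spots kept counted as close to −4.61. For HSP17.6II in the mutant, 6.87 under quantile normalization counted as moved from 6.92.

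Normexp background correction lowered the 2-fold counts to 5743 for mutant against wild type (3259 higher, 2484 lower), 6936 for overexpression against wild type (4191 and 2745), and 251 for overexpression against mutant (143 and 108, or 57% higher against 42.2% reported). It gave 5002 same-way probes (2872 and 2130), 4 opposite probes and a correlation of 0.944. The median of all compared probes moved to 0.09 for mutant minus wild type. It was 0.25 for overexpression minus wild type and 0.11 for overexpression minus mutant. The offset of 50 weighs more where intensity is lower. The 75th percentile was 378 and 396 in the overexpression line and 708.5 and 715 in wild type. After scaling, the offset lifts dim probes more on the dimmer arrays by construction. How much of the shift this accounts for was not tested. Requiring all 6 arrays well above background, which compares fewer probes, gave 491 probes for overexpression against mutant (261 higher and 230 lower, 53.2% higher), 2 opposite probes and a correlation of 0.945. With no filter on dim probes, 52.6% of the 1400 probes for overexpression against mutant were higher and the correlation was 0.887. It was 0.922 under quantile normalization. For both, the cause was not tested.

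Spike-in scaling gave 16486 probes for overexpression against wild type, 10.9% of them higher against 52.1% reported, and 7675 for overexpression against mutant, 1% higher (78 against 7597). For mutant against wild type it gave 43.1% higher against 53.8%, and for same-way probes 24.1% against 54%. The all-probe shift given with the results accounts for this by construction. With 1 wild-type array per line, the correlation was 0.901 or 0.905 and the opposite probes numbered 45 or 37. Leaving out a wild-type array, which keeps as many pairings per line, gave 23 or 25. By a 2-fold difference of means, opposite probes rose from 29 with both wild-type arrays to 63 or 56 with 1 per line. With 1 per line, noise that sets the wild-type arrays apart also sets the lines' differences apart by construction. How much of the rise in opposite probes this gives was not tested.

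Leaving out each array in turn gave 9332 to 10263 probes for mutant against wild type, 10855 to 11803 for overexpression against wild type and 1026 to 1582 for overexpression against mutant. The value of 1582 came without overexpression replicate 2, where fewer pairings have to reach 2-fold. The ranges were 8194 to 8803 for same-way probes, 21 to 28 for opposite probes and 0.918 to 0.929 for the correlation.

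Had arrays been treated as replicates, limma with Benjamini-Hochberg adjustment at 0.05 would have called 25238 probes for mutant against wild type, 25998 for overexpression against wild type and 15368 for overexpression against mutant. These calls compare RNA samples, not lines. The last count was 28088 under spike-in scaling (416 higher, 27672 lower), 20584 under normexp background correction (14442 higher, 6142 lower), 20119 with no filter on dim probes (13001 and 7118), and 9025 to 14722 with 1 array left out. The share higher was thus 1.5%, 70.2% and 64.6% against 49.3%. For overexpression against wild type it was 17.3%, 61.9% and 61.9% against 49.8%. The overexpression against mutant count was 9025 without mutant replicate 1 and 9065 without mutant replicate 2, where the lone array is assumed to vary like the others. The other ranges were 23044 to 25394 and 24664 to 25352.

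The replicate numbers did not pair the arrays: deviations from the group means correlated by 0.017, 0.003 and −0.006. With same-numbered pairs only, the replicate block changed the 2-fold counts to 9708, 11338 and 1182, and limma with the block called 24922, 25737 and 14162. No slide or scan block was run, since there is 1 slide and 1 scan. Alternatives for the response lists and for ERF60 were not run because too few or no probes carry those names. Signal over background limits the overexpression line most: 2127 probes well above background on both wild-type arrays were not so on either overexpression array, against 1112 for the mutant.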

Other observations

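Chosen only after the results were seen were the tests on noise between arrays, on sequence differences for probes higher in both lines, on the state of the wild-type sample, on a wrong label, on shoot and root shares for the photosynthesis pattern, and the split of the chloroplast-encoded loci. The tests on array brightness, GC content, sequence differences for lower probes, shoot and root shares for the shared pattern, darkness and glucosinolate genes were written down before their values were seen.

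Both lines differed from wild type in the same direction over 7991 probes, although the design alters ERF60 in opposite ways. Wild type alone carried 85.9% of the mean square among the 3 samples, against 13.5% for the overexpression line and 0.6% for the mutant. Probes at least 2-fold apart from both other samples numbered 7991 for wild type, 557 for the overexpression line and 347 for the mutant. Noise between arrays is argued against by the 662 probes, the most in any group, that were 2-fold apart between arrays of 1 group. Array brightness is argued against by quantile normalization, which left 7957 same-way probes. GC content of the probes explained at most 0.6% of the variance of the differences. A loss of probe match through sequence differences from Columbia lowers signal in the lines, and so does not account for the 4314 probes that were higher in both.

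Several explanations stay open for the shared pattern. The state of the 1 wild-type RNA sample, such as its growth batch, stage or harvest, cannot be told apart from a change common to both lines, since 85.9% of the mean square sits in that sample. Sequence differences may still account for part of the lower probes. Among all compared probes, 2-fold different or not, 986 were above background on both wild-type arrays and on no array of the lines, and 434 the reverse. A different share of shoot and root in wild type could not be excluded. The median log2 difference of the root list was −0.49 in the overexpression line (members from −2.30 to 1.09) and −0.05 in the mutant. These medians lay at percentiles 25.9 and 52.9 of matched random lists, so the list did not stand apart from other probes. Its members moved both ways, so it does not decide the question. The overexpression median became 0.60 under normexp background correction, where the median of all probes was 0.25. A wrong sample label stays open because 0 probes are named ERF60. A transcriptional response that losing and raising ERF60 share is the biological reading, and it was not tested.

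Marker lists were compared as medians with their percentile among matched random lists, over 7 lists and 3 comparisons. The photosynthesis list holds 13 nuclear genes of chloroplast functions and photosynthesis, so it is wider than photosynthesis alone. Its median log2 difference from wild type was 1.18 in the mutant (percentile 99.9) and 0.95 in the overexpression line (percentile 99). At least 2-fold higher were 7 and 6 of its genes, among them RCA by 4.17 and 3.99. The 19 chloroplast-encoded loci had medians of 1.44 (percentile 100) and 1.2 (percentile 99.9). Transfer and ribosomal RNA loci carried this rise in signal. Labelling used an oligo-dT primer, and how it copies such RNA was not analysed here, so this signal is not read as abundance. These 12 loci had medians of 1.57 and 1.74 (both percentile 100), whereas the 7 protein-coding loci had 0.28 (percentile 65.5) and 0.34 (percentile 63). The chloroplast-encoded protein genes thus did not stand apart as the nuclear genes of the photosynthesis list did. Under spike-in scaling the photosynthesis medians were 1.01 and −0.07 and the chloroplast medians 1.27 and 0.18, against all-probe medians of −0.19 and −1.04. Thus the photosynthesis list in the overexpression line was higher relative to the other probes, and not in absolute terms by that scaling. The overexpression minus mutant medians were −0.18 (percentile 4) and −0.06 (percentile 9.8), the latter 0.33 (percentile 99.8) for the transfer and ribosomal RNA loci and −0.25 (percentile 1.2) for the protein-coding loci. Under spike-in scaling these parts became −0.52 and −1.1, against an all-probe median of −0.86.

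GC content is argued against for the rise of the photosynthesis list and of the chloroplast-encoded loci together. The lowest percentile of the list medians was 99.1 after the GC trend was removed. A wild-type sample with a larger root share stays open. The 9 of 13 root genes that could be compared had a median of −0.05 (percentile 52.9) in the mutant. Their members ranged from −3.80 (ATPT1) to 0.81 and moved both ways. Darkness or sugar starvation of the wild-type seedlings before harvest is a candidate explanation. Its marker ASN1 was lower than wild type by a log2 difference of −1.53 in the mutant and −2.47 in the overexpression line, the direction that darkness in wild type would give. This rests on 1 gene, which leaves it open. A chloroplast effect of ERF60 itself was not tested.

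CYP79F1, CYP79F2 and ATSDI1 were among the named genes with the largest rises, which led to the hypothesis that a glucosinolate and sulfate activation programme is higher in both lines than in wild type. ATSDI1 is named for induction by sulphur deficiency, and whether its rise belongs to that programme was not tested. A list of 4 genes of the programme, which leaves out these genes, had a median log2 difference of 1.76 in both lines. Its percentile was 99.3 in the mutant and 99.2 in the overexpression line. MYB29 rose by 2.88 and 2.31, AKN2 by 2.57 and 2.4, and APS1 by 0.95 and 1.21, while CYP83B1 rose by 0.12 and 0.27. Spike-in scaling gave medians of 1.59 and 0.74. These values are consistent with the hypothesis, but the open question on the state of the wild-type sample covers them too. The overexpression minus mutant median was −0.01 (percentile 40.2).

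The remaining lists are given as values. The 11 cell cycle genes compared had medians of 0.39 (percentile 83.7) in the mutant and 0.58 (percentile 89.2) in the overexpression line, the latter −0.45 under spike-in scaling. The 21 immune response genes, which include PAD4 and WRKY45, had medians of −0.03 (percentile 52.7) and −0.11 (percentile 42), the latter 0.47 under normexp background correction. Between overexpression line and mutant, the median was 0.30 (percentile 98.9) for cell cycle and 0.27 (percentile 99.9) for immune response genes. Under spike-in scaling these became −0.55 and −0.58, above the all-probe median of −0.86. Without spike-in scaling, the overexpression minus mutant median of the root list was 0.05 (percentile 64.1), and ASN1 had −0.94 (percentile 1.2).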
